A study of Mus musculus with 6 samples.

How the data were processed

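RUNX1 binding was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in mouse granulosa cells. Granulosa cells are the somatic cells that surround the oocyte in the ovarian follicle, and RUNX1 is a DNA-binding transcription factor. Per the labels, mice of a CBA by C57BL/6 F1 cross aged 21 days received 5 IU of equine chorionic gonadotropin (eCG), which drives follicle growth. They received 5 IU of human chorionic gonadotropin (hCG), which stands in for the ovulatory surge of luteinising hormone, 46 h later. The series holds 6 samples. They are 2 RUNX1 ChIP libraries before hCG (0 h), 2 libraries 6 h after hCG, and 1 pooled input per time point. Groups and replicate numbers were taken from the sample titles. The treatment text is the same for all samples and describes only the collection at 6 h, so the 0 h group rests on the titles and the time-point label. Libraries were read as single ends of 75 nt, per the labels. The 2 inputs have no processed file of their own here and entered only through the peak calls.

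The deposited data are lists of peaks, 1 list per ChIP library. Per the file names and the names of the peaks, they were called with MACS2 for each library separately against an input, and per the series design the input was pooled within each time point. The aligner, the version of MACS2, its settings and any filter on reads or peaks are not stated in the labels or the files. The deposited lists give for each peak the interval, the summit, the fold enrichment of the ChIP over the local background at the summit, and the −log10 of its p-value and q-value. The deposited score of each peak equals 10 times the −log10 p, rounded down, and was not used further. The lowest −log10 p lay between 9.01 and 9.18 in all 4 lists, so the lists share a p-value limit near 9 on this scale. Fold enrichment and −log10 p are the authors' values. They were used to describe, rank or filter peaks within a list, since each depends on the depth of its own library and input. They were also used to recover the pileup and background of each list, and those backgrounds were compared across lists.

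The lists name no genome build. Positions on chromosome 1 reached 195372029, beyond the end of that chromosome in GRCm39, and the scaffold names are those of GRCm38. The gene table used here is NCBI RefSeq on GRCm38.p6, and its fit was checked on the peaks. Of the peaks in all lists, 45.9% had a summit within 1 kb of a gene end, against 10.9%, 10.3% and 8.19% when the gene table was shifted by 10000, 100000 and 1000000 bp. The unshifted table gave the higher value on 20 of 20 chromosomes, by at least 3.90 times over the shift of 100000 bp. Coordinates are therefore given as the lists have them, counted from 1, with GRCm38 inferred and not stated by the authors. The gene table gives no strand. The planned distance to a transcription start site was replaced by the distance to either end of an annotated gene, so a position next to a gene end is a start or a finish of the gene and the difference was not resolved. The genome sequence was not used here. The planned counts of RUNX and other motifs at summits, and the planned filter on repeats, were not analysed here. Exons and introns were not separated either, since the table holds only whole genes.

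The sequencing depth was not stated. The part of it that decides the peak calls was recovered from the deposited values. MACS2 computes the fold from the read pileup and the expected background, each with a pseudocount of 1, and the p-value from the Poisson distribution with the same pileup and background. Each pair of fold and −log10 p was solved for a whole-number pileup with a misfit in −log10 p of at most 0.005. A solution was found for 100% of the 51515 peaks. The lowest recovered background value in a list was taken as the genome-wide floor. This floor is proportional to the reads used from that library as long as the fragment length is the same. The shortest interval was 200 bp in each list, which is the length MACS2 takes from its fragment length. Steps in the background above the floor gave the background of the input. It came out at 3.84 for both 0 h lists and at 3.44 for both 6 h lists, as a single pooled input per time point requires.

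Peaks of 2 libraries were counted as the same site when they shared at least 1 bp. A replicated region was a merged interval with a peak of both replicates of a time point. Overlaps were set against 1000 random placements of the peaks on their own chromosomes (one-sided), for which the smallest possible p is 0.001. The differences between time points in peak number, on the log2 scale, and in the share of peaks near gene ends were tested over libraries with exact two-sided permutation tests. With 2 libraries against 2 the smallest p these can give is 0.333. A library is the unit of replication, and peaks are not. Shares carry exact Clopper-Pearson 95% confidence intervals, which cover counting error only, and means are given with the standard deviation (SD). In these lists each peak counts once whatever its height, so an interval of a share narrows with the length of the list and not with the number of animals.

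Lists of 20 genes each were fixed before the data were examined. The ovulatory list holds genes induced in granulosa cells by the ovulatory surge, and the follicular list holds genes of growing-follicle granulosa cells and of steroid synthesis. All 40 symbols matched the table. A gene counted as having a region when the summit of a replicated region lay within 10 kb of either of its ends. Each list was compared with all other protein-coding genes by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over 4 tests. The genes named in the text also follow a rule fixed beforehand. They are Runx1, the members of both lists with a replicated region, and the gene with the nearest end for 5 regions in each of 3 sets. The sets are the regions found only at 6 h, those shared by the time points and those found only at 0 h. The 5 regions are those with the highest mean rank of fold enrichment within the lists. The list members without a region are named as well. Distances given for a region are from its summit to the nearer end of the named gene. Inside or outside a gene likewise refers to the summit, so a region can reach across a gene end.

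The tests, the lists, the naming rule and most alternatives were chosen before the data were examined. The alternatives were a −log10 q of at least 5, equal numbers of peaks per library, an overlap of at least 50% of both peaks, summits within 100 bp, other distances to gene ends, a replicate block and the omission of each library in turn. The limit of 5 removed no peak. A limit of 20, placements of each peak at its own distance from the end of a random gene, and ends of protein-coding genes only were added after the data were seen. A peak placed in this way can lie nearer to the end of another gene. The alternatives with placements used 100 of them, with a smallest possible p of 0.0099.

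The calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and the plots were drawn with matplotlib 3.10.9. The recovery of the pileup, the overlap of lists, the random placement on chromosomes and the assignment of regions to genes were tested on simulated data. The pileup was recovered for 100% of 1994 simulated peaks, and 200 of 200 planted sites were found in a simulated pair of lists. All of 200 planted genes, or 100%, were found. Randomly placed peaks of 0 h replicate 1 were set against the 6 h replicate 1 list in 40 runs, and 2 had a placement p under 0.05. These peaks were placed by the same rule as the placements themselves. The runs therefore check the calculation and say nothing of peaks that gather near gene ends. Both replicates of a time point were called against the same input, so an error of that input enters both lists. The part of the replicate overlap that this could give was not simulated, because reads were not used here.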

Results

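RUNX1 ChIP-seq peaks were compared in mouse granulosa cells collected before hCG (0 h) and 6 h after it, with 2 libraries per time point. The title of the series names the interaction of RUNX1 with chromatin before and around ovulation as the subject. The comparisons asked how many sites were called at each time point, whether replicates found the same sites, which sites were shared by the time points, and where the sites lay relative to genes.

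The 4 lists together held 51515 peaks. At 0 h the lists held 948 peaks in replicate 1 and 3135 in replicate 2, a mean of 2042 ± 1546 (SD, n = 2). At 6 h they held 18761 and 28671 peaks, a mean of 23716 ± 7007 (SD, n = 2). The means differed by a factor of 11.6, and the shorter 6 h list was 5.98 times as long as the longer 0 h list. Within the time points, the longer list had 3.31 times as many peaks as the shorter at 0 h and 1.53 times as many at 6 h. On the log2 scale the mean peak number was 3.75 higher at 6 h (exact permutation test, two-sided, p = 0.333, n = 2 per group), which is the smallest p this design can give. The difference ranged from 2.89 without 0 h replicate 1 to 4.61 without 0 h replicate 2. Restricting the lists to peaks with a −log10 q of at least 20 gave 4.59.

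The depth recovered from the fold and p-value of the peaks differed much less than the peak numbers. The genome-wide background was 2.77 and 2.65 reads per position in 0 h replicates 1 and 2, and 2.76 and 2.13 in 6 h replicates 1 and 2. The mean was 1.11 times as high at 0 h as at 6 h, and the longest list came from the library with the lowest background. The input background was 3.84 at 0 h and 3.44 at 6 h. Peaks at 6 h were wider, with a median of 415 and 412 bp against 263 and 292 bp at 0 h. The median fold enrichment was 7.69 and 7.28 in the 0 h lists and 8.59 and 10.7 in the 6 h lists. The highest fold was 32.4 and 51.8 at 0 h and 67.2 and 102 at 6 h. The median pileup at the summit was 37 and 32 reads at 0 h and 46 and 45 reads at 6 h.

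**Figure D1:**
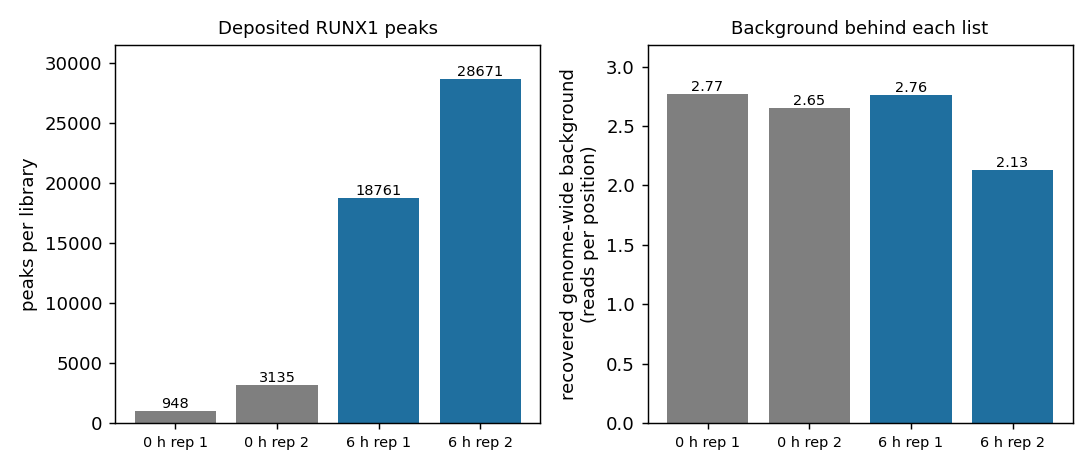
Number of deposited RUNX1 peaks per library (left) and genome-wide background in reads per position recovered from the fold and p-value of the peaks (right), with 1 bar per library (grey 0 h, blue 6 h; rep, replicate). Peak numbers run from 948 to 28671, while the background runs only from 2.13 to 2.77.

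The replicates of each time point were compared by the share of the shorter list that overlapped the longer by at least 1 bp. At 0 h, 854 of the 948 peaks of replicate 1 overlapped a peak of replicate 2, or 90.1% (95% CI 88.0 to 91.9). Random placements gave 0.0920% on average and 0.527% at most (permutation by 1000 placements, p = 0.001, the smallest they can give). At 6 h, 18076 of the 18761 peaks of replicate 1 overlapped a peak of replicate 2, or 96.3% (95% CI 96.1 to 96.6), against 1.24% on average and 1.58% at most in the placements (permutation p = 0.001, again the smallest possible). Placements that kept the distance of each peak to a gene end gave up to 1.27% at 0 h and up to 7.49% at 6 h. In the other direction the shares were 27.0% of the 3135 peaks of 0 h replicate 2 and 60.8% of the 28671 peaks of 6 h replicate 2. The setting that lowered the overlap most was an equal number of 948 peaks per library, with 62.7% at 0 h and 76.1% at 6 h. The median distance between the summits of overlapping peaks was 30.5 bp at 0 h and 35 bp at 6 h.

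Merging the overlapping peaks of both replicates gave 847 replicated regions at 0 h and 17190 at 6 h. With 948 peaks per library these became 587 at 0 h and 720 at 6 h.

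To ask which sites were kept after hCG, the replicated regions of the time points were compared. Of the 847 regions at 0 h, 805 overlapped a replicated region at 6 h, or 95.0% (95% CI 93.4 to 96.4). Random placements gave 0.863% on average and 1.89% at most (permutation p = 0.001, the smallest possible), and placements that kept the distance to a gene end gave up to 6.97%. A further 30 regions, or 3.54%, overlapped a 6 h peak but no replicated 6 h region. The remaining 12, or 1.42% (95% CI 0.734 to 2.46), overlapped no 6 h peak. The median distance between the summits of the 805 shared regions at 0 h and at 6 h was 28 bp. This share depended on the overlap required. It was 85.0% with summits within 100 bp and 34.3% with an overlap of at least 50% of both intervals. The regions shared under the 1 bp rule had a median width of 413 bp at 0 h and 1013 bp at 6 h.

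The reverse comparison asked how many sites at 6 h were already called at 0 h. Of the 17190 regions at 6 h, 791 overlapped a replicated 0 h region, or 4.60% (95% CI 4.29 to 4.93), against at most 0.0989% in random placements (permutation p = 0.001, the smallest possible) and at most 0.337% in placements that kept the distance to a gene end. Another 2044 regions, or 11.9%, overlapped a 0 h peak without overlapping a replicated 0 h region. The other 14355, or 83.5% (95% CI 82.9 to 84.1), overlapped no 0 h peak. The share rests on the shorter 0 h list. Without 0 h replicate 1, 16.2% of the 6 h regions overlapped a peak of the remaining 0 h library. Without 6 h replicate 1, 2.86% of the 28671 peaks of replicate 2 overlapped a replicated 0 h region. With equal numbers of peaks the share was 36.7%, and 46.5% of the replicated 0 h regions were then found at 6 h.

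Lists restricted to the 948 peaks with the lowest p-values per library compared the time points at equal length. Within 0 h, 62.7% and 61.9% of these peaks overlapped in the 2 directions, and within 6 h 76.1% and 75.9% did. Across the time points the 8 shares lay between 36.1% and 47.5%. The highest share across had an upper 95% limit of 50.7%, and the lowest share within a time point had a lower limit of 58.7%. These limits cover the counting of peaks and not the spread between libraries. The 4 libraries can be split into 2 pairs in only 3 ways, so no test over libraries could separate the time points here. Ranking by fold gave 56.5% to 72.7% within and 27.3% to 38.3% across the time points. Ranking by the recovered pileup, which does not use the input, gave 62.6% to 73.7% within and 39.0% to 51.7% across. Replicates of a time point share an input and libraries of different time points do not, and the overlap this adds within a time point is unknown.

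**Figure D2:**
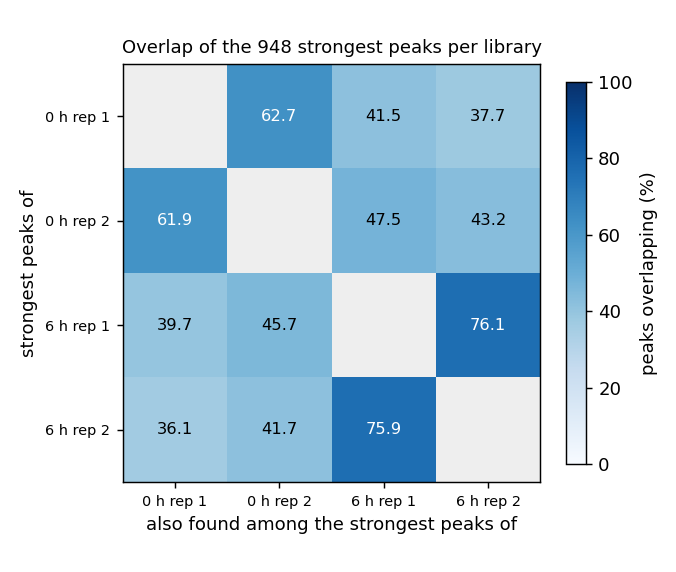
Share in percent of the 948 peaks with the lowest p-values of each library (vertical axis) that overlap the 948 such peaks of another library (horizontal axis), by at least 1 bp. The 4 shares within a time point are 61.9% to 76.1% and the 8 shares across the time points are 36.1% to 47.5%.

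The 6 h peaks that were also called at 0 h lay high in the 6 h lists. Of the 10% of peaks with the highest fold in 6 h replicate 1, 23.1% overlapped a peak of 0 h replicate 1 and 53.8% a peak of 0 h replicate 2. Of the 10% with the lowest fold, 0.699% and 4.14% did. In 6 h replicate 2 the shares were 17.6% and 40.8% at the top and 0.384% and 1.71% at the bottom. The median percentile of fold, averaged over both replicates, was 91.7 for the 791 shared regions at 6 h, 81.2 for the 2044 that overlapped only unreplicated 0 h peaks and 54.4 for the 14355 found only at 6 h. Some of the highest regions were nevertheless without a 0 h peak. Of the 197 replicated 6 h regions with a mean percentile above 99, 50 overlapped no 0 h peak, or 25.4% (95% CI 19.5 to 32.1).

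**Figure D3:**
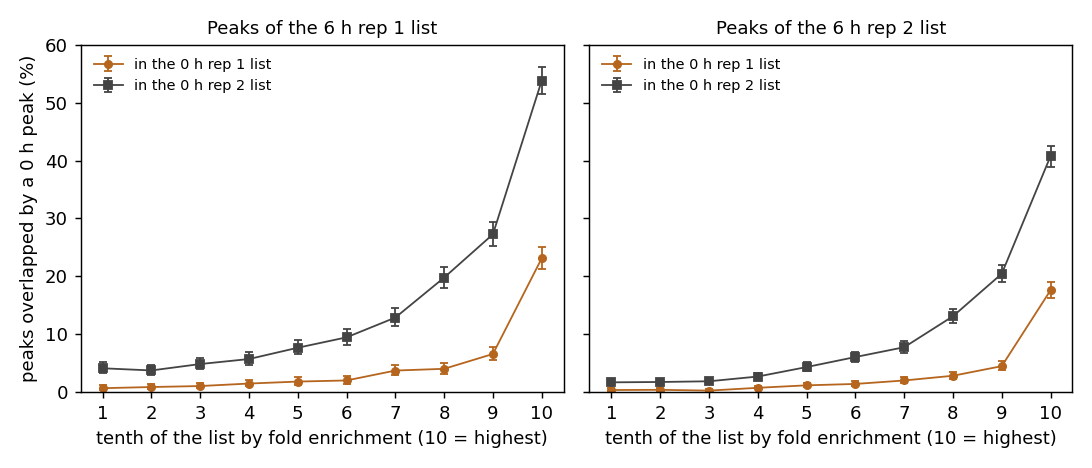
Share in percent of 6 h peaks that overlap a 0 h peak, by rank of fold enrichment in 10 equal parts of each 6 h list (10 is the highest), for 6 h replicate 1 (left) and replicate 2 (right), with 1 line per 0 h library and bars for exact 95% confidence intervals. The shares reach 23.1% and 53.8% in the top part of the replicate 1 list and 17.6% and 40.8% in that of replicate 2.

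The position of the peaks relative to genes was compared next. Summits lay within 1 kb of either end of an annotated gene in 37.8% (95% CI 34.7 to 41.0) and 57.1% (95% CI 55.3 to 58.8) of the peaks of 0 h replicates 1 and 2. At 6 h the shares were 51.3% (95% CI 50.5 to 52.0) and 41.5% (95% CI 40.9 to 42.1). Random positions gave a mean of 6.34% and at most 6.67%, so all 4 lists lay far above them. The mean was 47.4% ± 13.6 at 0 h and 46.4% ± 6.89 at 6 h (SD, n = 2 each). The difference of −1.06 percentage points was smaller than the spread between replicates (exact permutation test, two-sided, p = 1). Its sign was not fixed, since it was 8.58 without 0 h replicate 2, 3.81 without 6 h replicate 2, 0.44 with a distance of 5 kb and 8.52 with a −log10 q of at least 20. No difference between the time points was therefore detectable. Between 62.6% and 72.0% of the summits of each list lay inside an annotated gene, and 14.4% to 22.6% lay outside genes and over 1 kb from any gene end.

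**Figure D4:**
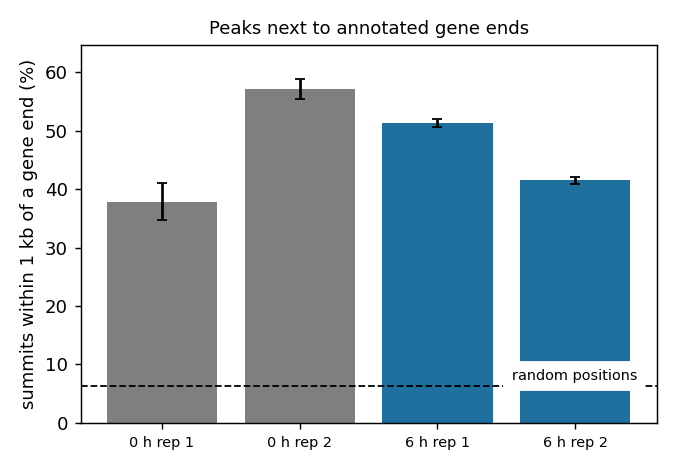
Share in percent of peak summits within 1 kb of either end of an annotated gene, with 1 bar per library (grey 0 h, blue 6 h; rep, replicate), exact 95% confidence intervals, and the mean of random positions as a dashed line at 6.34%. The replicates of a time point differ by more than the means of the time points, which are 47.4% and 46.4%.

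Among the replicated regions at 6 h, those shared with 0 h lay within 1 kb of a gene end in 41.3% (95% CI 37.8 to 44.8) of cases and those found only at 6 h in 49.3% (95% CI 48.4 to 50.1). The 2044 regions in between had the highest share, 65.0% (95% CI 62.9 to 67.0). They are defined by unreplicated 0 h peaks, which came mainly from 0 h replicate 2. In replicate 1, 854 of 948 peaks overlapped the other replicate, and in replicate 2, 847 of 3135 did. The gene-end share was 57.1% in the replicate 2 list and 37.8% in the replicate 1 list, so the value of 65.0% may reflect that library.

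The Runx1 gene itself, on chromosome 16, was bound at both time points. The lists had 3 and 7 peaks inside it at 0 h and 9 and 7 at 6 h. Of the replicated regions, 3 had their summit inside the gene at 0 h and 6 at 6 h. Each of the 3 at 0 h overlapped a region at 6 h. The strongest at 6 h lay at 92633680 to 92635802, with a fold of 61.1 and 81.0 in replicates 1 and 2, at percentiles 99.97 and 99.96 of the lists. The matching 0 h region at 92634810 to 92635222 had a fold of 13.1 and 16.5, at percentiles 92.5 and 97.4 of its lists. A region at 92824586 to 92826554, with its summit 64 bp from an end of Runx1, had a fold of 37.7 and 66.9 at 6 h, at percentiles 99.3 and 99.8. Its 0 h counterpart at 92825849 to 92826124 had a fold of 9.18 and 14.0, at percentiles 69.6 and 95.0. The third shared region, at 92695206 to 92699033, had a fold of 35.2 and 44.7 at 6 h, at percentiles 99.01 and 98.26. At 0 h, where it lay at 92696580 to 92697024, it had a fold of 4.13 and 7.86, at percentiles 3.43 and 60.5. The percentiles are ranks within each list, and the fold values are not on a common scale across lists.

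The highest-ranking replicated regions found only at 6 h were the following 5. The first lay on chromosome 13 at 95617739 to 95618837 and crossed an end of F2r. Its summit was outside genes and 126 bp from that end, with a fold of 54.3 and 74.5 in the 6 h replicates. The next lay on chromosome 16 at 87267674 to 87268831, 21502 bp from Gm41484, with 48.9 and 82.3. A region on chromosome 7 at 47030683 to 47031832, 19138 bp from Tmem86a, had a fold of 52.1 and 75.6. A region on chromosome 15 at 66507502 to 66508515, 401 bp from Gm31006, had a fold of 47.1 and 84.3. The last, on chromosome 11 at 104361559 to 104362661, lay inside Kansl1 and had a fold of 46.8 and 76.9. All 5 ranked above percentile 99 in both 6 h lists, and none overlapped a peak of either 0 h library.

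Among the regions shared by the time points, the highest-ranking lay on chromosome 2 at 105457639 to 105460043, 16824 bp from 4930527A07Rik, with a fold of 56.6 and 102 at 6 h. It was followed by a region inside Clasp2 on chromosome 9 at 113859109 to 113859939, whose nearest gene end is that of Gm39439 at 49917 bp, with 61.4 and 87.1. A region of 9537 bp on chromosome 5, at 142814812 to 142824348, had a fold of 61.7 and 80.7. Its summit lay inside Tnrc18, 755 bp from an end of that gene, and the region crossed that end. A region on chromosome 10 at 76121089 to 76122840, 11049 bp from Slc5a4b, had 55.7 and 89.9, and the remaining region of the 5 was the strongest one inside Runx1.

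The 12 regions found only at 0 h had a median percentile of fold of 49.0 within the 0 h lists, against 63.7 for the 805 shared regions. The 5 highest-ranking of them had a fold between 7.66 and 14.0. They lay on chromosome 7 at 46760027 to 46760384, 283 bp from Hps5, and on chromosome 1 at 52280037 to 52280278, 7572 bp from Gm5975. The others lay inside Rere on chromosome 4 at 150566171 to 150566439, inside Hopx on chromosome 5 at 77090855 to 77091152 with LOC115490297 at the nearest end, and on chromosome 18 at 83738759 to 83738982, 100858 bp from Gm31621.

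The gene lists asked whether genes of the ovulatory response and of growing follicles had RUNX1 regions nearby more often than other genes. At 0 h, 3 of the 20 ovulatory genes had a replicated region within 10 kb of a gene end, or 15.0% (95% CI 3.21 to 37.9), against 725 of 21876 other protein-coding genes, or 3.31% (odds ratio 5.15, Fisher's exact test p = 0.0274, adjusted p = 0.0365). Of the follicular genes 5 of 20 had a region, or 25.0% (95% CI 8.66 to 49.1), against 723 other genes, or 3.30% (odds ratio 9.75, Fisher's exact test p = 0.000410, adjusted p = 0.00164). At 6 h, 12 of the 20 ovulatory genes had a region, or 60.0% (95% CI 36.1 to 80.9), and 11082 of the other genes did, or 50.7% (odds ratio 1.46, Fisher's exact test p = 0.504, adjusted p = 0.504). No enrichment of the ovulatory list was therefore detectable at 6 h. Of the follicular genes 16 of 20 had a region, or 80.0% (95% CI 56.3 to 94.3), against 11078 other genes, or 50.6% (odds ratio 3.90, Fisher's exact test p = 0.0119, adjusted p = 0.0239). The follicular results changed with the distance, because within 1 kb of a gene end 0 of the 20 follicular genes had a region at 0 h and 7 of 20 at 6 h, and in both cases the share lay below that of other genes. The ovulatory result at 0 h was also lost within 1 kb, with 2 of 20 genes and an adjusted p of 0.141 in Fisher's exact test. Restricting the peaks to a −log10 q of at least 20 left an adjusted p of 0.0508 in Fisher's exact test for both lists at 0 h and for the follicular list at 6 h. The follicular result at 6 h was also not past 0.05 in Fisher's exact test with equal numbers of peaks (adjusted p = 0.0886) or within 50 kb (adjusted p = 0.0678). Over the alternatives that changed the peaks or the distance, the adjusted p of Fisher's exact test ran from 0.0221 to 0.141 for the ovulatory list at 0 h. It ran from 0.000530 to 1 for the follicular list at 0 h and from 0.0508 to 1 for the follicular list at 6 h. Without 0 h replicate 1 the difference of the ovulatory list from other genes at 0 h was 6.35 percentage points, against 11.7 with both libraries. The difference between the lists was not tested. The other genes were not limited to those expressed in granulosa cells, and both lists were chosen as genes of these cells. These tests therefore cannot tell a preference for either list from one for expressed genes in general.

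The ovulatory genes with a region at 0 h were Cebpb, Fosl2 and Runx1. Runx1 encodes the ChIP target itself, and the list was not tested without it. At 6 h these genes were joined by Adamts1, Cited4, Pgr, Pparg, Runx2, Sult1e1, Tnfaip6, Vegfa and Zbtb16. The other ovulatory genes, Areg, Btc, Edn2, Ereg, Has2, Il6, Ptgs2 and Ptx3, had none. The follicular genes with a region at 0 h were Amh, Foxl2, Inha, Nr5a2 and Wt1. At 6 h Amhr2, Ccnd2, Cyp11a1, Esr2, Fst, Hsd17b1, Hsd3b1, Inhba, Lhcgr, Nr5a1 and Star also had a region, and Cyp19a1, Fshr, Gata4 and Igf1 had none. The strongest of these at 6 h apart from Runx1 was near Fst, on chromosome 13 at 114456797 to 114457744, inside the gene and 1625 bp from its end, with a fold of 37.0 and 55.9. It overlapped a 0 h peak but no replicated 0 h region. Fosl2 had 3 replicated regions within 10 kb of an end at 6 h. That on chromosome 5 at 32134893 to 32136977 had its summit 892 bp from the gene. This region had a fold of 28.2 and 44.6 at 6 h, at percentiles 97.6 and 98.2. Its 0 h counterpart at 32135286 to 32135768 had a fold of 9.75 and 14.4, at percentiles 76.8 and 95.7. Tnfaip6 had 3 replicated regions within 10 kb of an end at 6 h. That on chromosome 2 at 52037832 to 52038345 had its summit 53 bp from the gene and overlapped the gene end. It was found only at 6 h, with a fold of 15.5 and 17.3. Pgr had 2 such regions at 6 h. That on chromosome 9 at 8895282 to 8895558, 3482 bp from the gene, was likewise found only at 6 h, with a fold of 9.73 and 13.1. Neither Tnfaip6 nor Pgr had a replicated region within 10 kb at 0 h. Whether their other 6 h regions overlapped a 0 h peak is not given here.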

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

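The limit on the −log10 q of 20, the placements that keep the distance to a gene end and the use of protein-coding gene ends only were chosen after the data were seen, and the other alternatives before. Leaving aside the fits without a library, the replicate block and the settings that changed no peak, 20 of 20 values of the overlaps kept their side of the placement test. Of the gene-list values 8 kept their direction and their side of the threshold, 6 were weaker and 2 reversed. Of the counts of replicated regions, which have no test, 6 stayed within 1.5 times the reported count and 2 moved. The differences in peak number and in gene-end share cannot pass 0.05 with 2 libraries against 2. Of their values 3 kept their direction, which says nothing of a threshold, and 2 reversed. The −log10 q limit of 5 removed no peak and counting each line of a list in place of each interval changed nothing, so neither says anything about stability.

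The excess of the 4 overlaps over random placement held under every alternative run for them, with a permutation p of 0.0099, the smallest that 100 placements can give. Their size did not hold in the same way. The overlap between replicates ranged from 62.7% to 90.1% at 0 h and from 76.1% to 97.0% at 6 h. The share of 0 h regions found at 6 h ranged from 34.3% with an overlap of 50% of both intervals to 95.0%. Summits within 100 bp gave 85.0%. Regions shared under the 1 bp rule had a median width of 413 bp at 0 h and 1013 bp at 6 h. A 0 h region of that width cannot cover 50% of a 6 h region of that width. Unequal widths can therefore lower the value under the 50% rule by construction, and other causes were not tested. The share of 6 h regions found at 0 h ranged from 1.53% with an overlap of 50% to 36.7% with equal numbers of peaks. With equal numbers the replicated regions at 6 h fell to 720, and with a −log10 q of at least 20 those at 0 h fell to 374, in both cases because fewer peaks entered.

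Leaving out each library in turn gave log2 differences in peak number from 2.89 to 4.61, with the peaks of the remaining library standing for the replicated regions. Those numbered from 948 to 3135 at 0 h and from 18761 to 28671 at 6 h. The share of 0 h regions found at 6 h ran from 92.2% to 98.6%, and the share of 6 h regions found at 0 h from 2.86% to 16.2%, the latter without 0 h replicate 1. These fits have no test. The overlap between replicates needs both libraries and was not run this way, and the peak number has no value with equal numbers of peaks.

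The difference in the share of peaks near gene ends was −1.06 percentage points and changed sign with the setting. It was 0.44 within 5 kb (exact permutation p = 1) and 8.52 with a −log10 q of at least 20 (exact permutation p = 0.667). Across the 4 fits that left out a library it ran from −10.7 without 0 h replicate 1 to 8.58 without 0 h replicate 2, and it was 3.81 without 6 h replicate 2. The cause was not tested, and the spread between the replicates of a time point limits this comparison.

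The gene lists hold 20 genes each. Within 1 kb of a gene end the follicular list lay below other genes by −1.49 percentage points at 0 h and −2.24 at 6 h, and the ovulatory list at 0 h lay 8.52 above them (Fisher's exact test, adjusted p = 0.141). With a −log10 q of at least 20 the difference was 8.76 for each list at 0 h and 24.4 for the follicular list at 6 h, with an adjusted p of 0.0508 in each case. The follicular list at 6 h was, in Fisher's exact test, 7.50 above other genes with equal numbers of peaks (adjusted p = 0.0886) and 21.6 within 50 kb (adjusted p = 0.0678). The cause was not tested. Over these settings the adjusted p of Fisher's exact test ran from 0.0221 to 0.141 for the ovulatory and from 0.000530 to 1 for the follicular list at 0 h, and from 0.0886 to 0.987 for the ovulatory and from 0.0508 to 1 for the follicular list at 6 h. Without 1 library the ovulatory difference at 0 h ran from 6.35 to 11.5, and the 3 other differences kept their direction.

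The replicate numbers are shared by the time points, but nothing in the labels ties replicate 1 at 0 h to replicate 1 at 6 h. Across the 805 shared regions the difference in percentile between replicates 1 and 2 at 0 h had a correlation of −0.0787 with that at 6 h, across regions that are not independent replicates. With the replicate block the peak number difference stayed at 3.75 (sign-flip permutation p = 0.5, the smallest that 2 pairs can give) and the gene-end difference at −1.06 (sign-flip permutation p = 1). The motif results with all their settings, and the filter on repeats, were not run.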

Other observations

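The tests of depth, input, ranking, list length for the gene-end share, the X share of each list at equal length and the Y-linked genes were chosen after the result was seen. Those of the gene number on chromosome X and of the local background were chosen before.

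The lists at 0 h were shorter than those at 6 h, and several technical causes were examined. Fewer reads at 0 h would have lowered the genome-wide background there, yet it was 1.11 times as high at 0 h as at 6 h. A shallower input at 0 h would have lowered the input background, which was 1.12 times as high. An evenly weaker enrichment at 0 h with the same ranking of sites would have made the strongest 948 peaks overlap as much across the time points as within them. The highest overlap across was 47.5% and the lowest within was 61.9%. Ranked by the recovered pileup, which does not use the input, these were 51.7% and 62.6%. The replicates of a time point share an input, which also entered the calls and adds an unknown amount to the overlap within it. Even weakening and a change in the ranking of sites therefore cannot be told apart. A weaker immunoprecipitation at 0 h may account for part or all of the difference, since 95.0% of the 0 h regions were found at 6 h and they ranked high there. Differences in antibody yield, cell number or the input between the time points were not measured, and each time point has its own input, so these stay open. A change of RUNX1 binding after hCG, which the design names, also stays open as a hypothesis. The efficiency of the immunoprecipitation is an untested rival of that hypothesis.

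The replicates at 0 h also differed in length, with 948 and 3135 peaks, although the background of replicate 1 was 1.04 times that of replicate 2. Fewer reads in replicate 1 therefore did not explain its shorter list. The efficiency of the immunoprecipitation was not measured, and no biological explanation was tested for this difference between replicates.

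The replicates of a time point differed in the share of peaks near gene ends by more than counting error. Lists of unequal length were a candidate explanation, because in 0 h replicate 2 the share was 67.8% in the 10% of peaks with the lowest fold and 44.6% in the 10% with the highest. At 0 h, replicate 2 lay 19.3 percentage points above replicate 1 in the whole lists and 9.82 points above it with 948 peaks per library (Fisher's exact test over peaks, p = 1.89e-05). Equal length thus removed a large part of the difference at 0 h and left the rest. At 6 h, replicate 2 lay on the other side, at −9.74 points in the whole lists and −13.8 points with 948 peaks (Fisher's exact test over peaks, p = 1.26e-09), so equal length did not reduce that difference. These tests compare the libraries and not the time points. They leave list length open as a part of the difference at 0 h and argue against it as the whole cause. The 6 h library with the lower share was the one with the lower background, but at 0 h the backgrounds were within a factor of 1.04. What separates the replicates was not resolved, and no biological explanation was tested.

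Some of the strong 6 h regions had no 0 h peak at all. Of the 2066 replicated 6 h regions with a mean percentile above 90, 1021 overlapped no 0 h peak, or 49.4% (95% CI 47.2 to 51.6). Places present in many copies, where the input is also high, were a candidate explanation. A local background over 3 times the genome-wide one was found in 0.490% of these 1021 regions. Such places could therefore account for few of them. The share was 7.78% in the shared regions above the same percentile (Fisher's exact test, p = 7.35e-14). That comparison does not decide the question, because such places could be called at both time points. The limited sensitivity of the 0 h libraries stays open, since regions at these ranks were also missed by 0 h replicate 1 and found by replicate 2. In the top 10% of 6 h replicate 1 these found 23.1% and 53.8% of the peaks. These regions may include sites gained after hCG, which is a hypothesis that a test with more replicates would have to examine.

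Chromosome X held few peaks. Its share was 0.527% and 0.574% of the peaks at 0 h and 1.63% and 1.96% at 6 h. It holds 4.41% of the protein-coding genes. A low number of genes was not enough to account for this, because 132 of the 966 coding genes on X had a replicated 6 h region within 1 kb of an end, or 13.7%, against 38.8% on the autosomes (Fisher's exact test over genes, p = 3.18e-64). The lowest autosome was chromosome 7, with 28.1%. Genes in repeated families, for which reads are hard to place, could lower both values, and this was not tested because the sequence was not used here. No biological explanation was tested for the low number on X.

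The X share was lower at 0 h than at 6 h. The longer 6 h lists reach weaker peaks, which was tested as a cause. With the 6 h lists limited to their 3135 strongest peaks, the X share fell to 1.05% (95% CI 0.726 to 1.48) and 1.12% (95% CI 0.779 to 1.55). It was 0.574% (95% CI 0.341 to 0.906) in the 0 h replicate 2 list of that length (Fisher's exact test over peaks, p = 0.0480 and p = 0.0264 for 6 h replicates 1 and 2). List length may thus explain part or all of the difference. The values rest on 33 and 35 peaks at 6 h, of which 29 in each list overlapped the other, and on 18 peaks of a single 0 h library, so the spread between libraries at 0 h is unknown at this length. List length and a change of binding on X after hCG cannot be told apart here.

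Peaks on chromosome Y, which the cells of female ovaries lack, appeared in the 6 h lists, with 15 in replicate 1 and 28 in replicate 2, or 0.0800% and 0.0977% of the peaks. The 0 h lists, of 948 and 3135 peaks, had none, and a difference between the time points was not tested. Of the Y peaks, 11 and 13 lay beyond 90 Mb. The strongest in replicate 2 lay at 40028478 to 40028823 with a fold of 19.2. Male DNA in the 6 h libraries was tested with Ddx3y, Uty, Kdm5d and Eif2s3y. Of these 4 genes, 0 had a 6 h peak within 10 kb of an end, while 4 of 4 of their X homologues did. A small amount of male DNA might still leave these genes under the limit of detection, so that source and reads misplaced from similar sequence elsewhere cannot be told apart. No biological explanation was tested.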
